A study of Mus musculus with 8 samples. Its data were reported in "Predicted effects of observed changes in the mRNA and microRNA transcriptome of lung neutrophils during S. pneumoniae pneumonia in mice" (2017).

How the data were processed

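Gene expression was profiled in 8 samples of lung neutrophils, 4 from mice given PBS and 4 from mice given SP, each on 1 Affymetrix Mouse Gene 1.1 ST array. Grouping and replicate numbers followed the sample titles. Per the study's methods, the authors processed the array signals by robust multi-array averaging. It comprised background correction, adjustment for GC content and probe sequence, quantile normalization and median polish of the probes of each gene. Probes were assigned to genes by custom mappings that consolidated probesets by gene or transcript identifier. The deposited values are therefore on a log2 scale and are not relative to a control. The methods name quantile normalization before median polish, and the deposited arrays do not share a median. Whether the order of these steps is the reason was not tested. Quantile normalization makes the values relative within an array. A change in the total RNA of a cell, or a large change in 1 direction, cannot be read from them. Signals near the top of the scale may be compressed, which would make differences of bright genes too small. This was not tested. All 8 value columns were used. The microRNA arrays of the same study were not analysed here.

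Row identifiers were RefSeq, GenBank or Ensembl transcript accessions. Symbols were taken from a table of NCBI RefSeq genes of the mouse assembly GRCm38.p6, matched without versions. Of 24625 rows, 19915 (80.9%) received a symbol, which gave 19836 distinct symbols, 78 of them on several rows. No Ensembl (3187) or GenBank (662) row was matched, and such rows were tested but not named. No genome build is attached to the deposited values, so no coordinates are given. Where several rows carried 1 symbol, the row with the highest mean over all samples stood for the gene. No gene named here had more than 1 row.

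Rows were compared between SP and PBS with limma (version 3.58.1, R 4.3.3), using lmFit and eBayes without covariates, two-sided, with Benjamini-Hochberg adjustment over all rows. Thresholds were an adjusted p of 0.05 and, as in the study, a difference of at least 2-fold (1 log2 unit). Gene lists, 18 of cell types and 8 of processes, were written before the data were examined and compared by camera with a preset correlation of 0.01, adjusted over the 26 lists. The 56 fixed genes described next were most frequent in the lists of NF-κB targets (9 of 21), type I interferon response (6 of 29) and interferon gamma response (4 of 19). No list of a cell type other than neutrophils held any of these 56 genes, and the study's supplementary lists of predicted targets were not compared with them. A two-sided exact permutation test over 70 arrangements was run on the mean of each list per sample. Principal components were computed on row-centred values. Figures and flags were made with Python 3.11.15.

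Genes named in the text followed a rule written before the data were examined. It comprised 56 genes that the study discusses, of which Cxcl11, Oas3, Isg15, Mx1 and Ly6g had no matched row; the 5 largest rises and 5 largest falls among genes with a symbol, a call at 2-fold and no overlap between groups; of a list, the 2 genes with the highest mean over all samples, given here for neutrophil, epithelial, endothelial and fibroblast lists; and the sex-linked genes, of which Eif2s3y had no matched row. One gene of the fixed list is counted but its result is not reported here. A list of mesothelial markers (Msln, Upk1b, Wt1, Rspo1, Muc16 and Bnc1) was added after the values had been seen.

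The tests were first tested on simulated data with the PBS means and residual spreads of the 24625 rows, in which 200 rows differed between SP and PBS. Limma recovered 87.5% of them with 7 false calls, and the methods' t-test 78.0% with 6. All simulated differences exceeded 2-fold, and far fewer rows differed than were called in the data. The recovery therefore does not describe smaller differences. Without any change, limma called 0 rows, and camera called the 1 list that had been shifted and no other. Simulated genes were independent of each other, so this does not test camera on lists of correlated genes.

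Alternatives fixed before the data were examined were the methods' t-test (one-way ANOVA for a pair of groups), a robust prior with an intensity trend, the replicate number as a block, array weights, arrays centred on their median, another quantile normalization, leaving out rows with a mean below the median of all rows, 1 row per symbol, leaving out each sample in turn, limma treat against a difference of 1 log2 unit, fry, camera with an estimated correlation, and rows scaled to unit variance for the principal components. For the methods' t-test and the robust prior, lists were compared by cameraPR on the test statistics of that fit. A count was taken as moved beyond 1.5 times. Signal on Y-linked genes served as a measure of background. Flags for single samples used Dixon's ratio with a critical value of 0.829 for 4 samples.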

Results

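The data were messenger RNA measurements of neutrophils taken from the lungs of wild type mice. Mice had received either Streptococcus pneumoniae (SP), a bacterium that causes pneumonia, or phosphate-buffered saline (PBS) through the trachea into the left lung at 2.3 µl per g of body weight, and cells were collected 24 h later. Neutrophils were pulled out of lung cell suspensions with magnetic beads against Ly6G, a surface protein of mouse neutrophils. Each of the 8 samples was hybridised to its own array, 4 from PBS mice and 4 from SP mice, and the number of arrays limits the precision of every comparison. The deposited table held 24625 rows of log2 values, 1 per gene or transcript, with no missing value. Array medians lay between 6.06 and 6.20 in the PBS group and between 5.78 and 5.91 in the SP group. No pair of arrays held the same values, and arrays of 1 group correlated across rows at r = 0.979 to 0.997 for PBS and 0.970 to 0.995 for SP. Correlations between a PBS and an SP array were lower, from 0.857 to 0.948. Rows are not independent replicates, so these coefficients describe likeness only.

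The first question was whether pneumonia separated the samples. Principal component analysis of the row-centred values put 80.2% of the variance on PC1, 9.16% on PC2 and 4.65% on PC3. All PBS samples had negative PC1 scores, from -90.0 to -53.8, and all SP samples had positive ones, from 49.2 to 87.7. Scaling each row to unit variance moved the PC1 share most, to 57.4%, with 83.1% on the top 3 components. Hierarchical clustering on 1 minus the correlation divided the arrays into the PBS and the SP group. PC2 set SP replicate 3 (score -51.4) apart from the other SP samples (16.2 to 26.8), and PC3 set PBS replicate 2 (34.9) apart from the other PBS samples (-23.7 to -0.82).

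**Figure D1:**
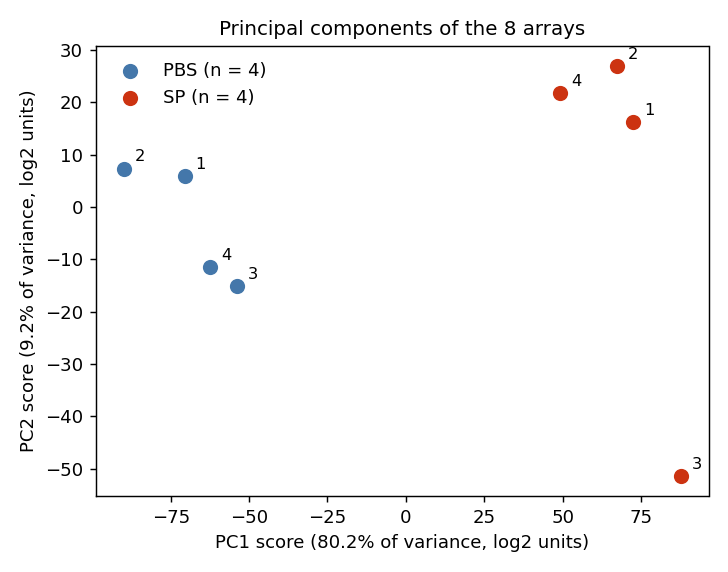
Scores of the 8 arrays on PC1 (80.2% of variance) and PC2 (9.16%), in log2 units; each point is 1 array, coloured by group, with its replicate number beside it. PBS arrays lie at negative and SP arrays at positive PC1 scores, and SP replicate 3 lies apart on PC2.

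Expression differed between SP and PBS in 10860 rows (44.1%) at an adjusted p of at most 0.05 by limma. Of these, 4341 differed at least 2-fold, with 1568 higher (36.1%) and 2773 lower (63.9%) in SP. Groups did not overlap in 4238 of the 4341 rows. Over all rows, 49.0% showed no overlap, against 2.86% expected from chance. The count fell most, to 1572, when the test asked for differences significantly above 2-fold (limma treat). The methods' t-test, modelled on the study's description of its test, called 10244 rows, 4157 of them at least 2-fold, all of which limma also called. Other scalings of the arrays gave other splits by direction. SP array medians were lower than PBS medians by a mean of 0.28 log2 units, while the median difference over rows was 0.10. Centring each array on its median raised each SP difference by about that amount and gave 2375 higher and 1896 lower rows (44.4% lower), a change that follows from adding 1 amount to all SP differences. Another quantile normalization kept more lower than higher rows (53.9% lower). Differences smaller than this shift can change sign with the scaling.

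The largest rises among genes with a symbol were those of Tm4sf19 (NM_001160402, 77.7-fold), Mreg (NM_001005423, 76.1-fold), Saa3 (NM_011315, 67.2-fold), Cxcl9 (NM_008599, 52.9-fold) and Ifit2 (NM_008332, 49.0-fold). Mreg rose from 6.13 ± 0.18 (SD, n = 4) in PBS to 12.38 ± 0.20 (SD, n = 4) in SP, with a standard error of the difference of 0.13 and an adjusted p of 2.25e-07 by limma. Tm4sf19 was more variable in SP, at 11.19 ± 1.31 (SD, n = 4) against 4.91 ± 0.05 in PBS. Its PBS value lay at about the level of Y-linked genes (4.33 to 4.90), so its fold change is not exact, and its rank was not stable. The log2 difference was 5.99 without SP replicate 2 and 6.92 without SP replicate 3, against 6.18 to 6.33 for Mreg without any 1 sample. Cxcl9 was variable in PBS (5.76 ± 1.24), and its rank was not stable either. Its log2 difference was 5.41 without PBS replicate 2 and 6.32 without PBS replicate 1. The largest falls were those of Lgi3 (NM_145219, 24.0-fold), Chad (NM_007689, 21.9-fold), Kcnj13 (NM_001110227, 20.7-fold), Upk3b (NM_175309, 19.8-fold) and Sec14l3 (NM_001029937, 18.3-fold). Lgi3 fell from 10.56 ± 0.31 in PBS to 5.98 ± 0.83 in SP (SD, n = 4 each, adjusted p = 5.24e-05 by limma). Chad fell from 10.17 ± 0.73 to 5.72 ± 0.96. More falls than rises passed 4-fold (728 against 535), but 75 rises and 6 falls passed 16-fold.

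A list of 56 genes that the study discusses was fixed beforehand, and 51 of them had a matched row. Of these, 45 passed an adjusted p of 0.05 over all rows and 46 passed when adjusted over the list alone. The study chose these genes on the same samples, so neither these counts nor the 2-fold counts that follow are independent evidence. At least 2-fold differences were found for 40, of which 37 were higher and 3 lower in SP.

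Inflammatory mediators were compared first. Il1a rose 35.3-fold (adjusted p = 1.62e-05 by limma), Il6 17.5-fold (6.68e-05), Cxcl1 7.69-fold (0.000133), Tnf rose from a mean of 8.74 to 12.74 (0.000183), and in each the 4 SP values lay above the 4 PBS values. The chemokines Cxcl9, Cxcl10, Ccl2 and Ccl5 were higher by 52.9-, 26.8-, 16.4- and 12.4-fold. The log2 difference of Cxcl9 was 5.73, and between 5.41 and 6.32 without any 1 sample. The anti-inflammatory genes Il10 (23.2-fold) and Il1rn (6.23-fold) were also higher, with a wide spread of Il10 in SP (9.80 ± 1.73, SD, n = 4). The log2 difference of Il10 was 4.53, and 3.74 without SP replicate 3, its highest value. Cd86 was 2.69-fold higher (adjusted p = 0.0105). Il1b was already at 13.02 ± 0.26 in PBS and was not called (13.21 ± 0.06 in SP, adjusted p = 0.242 by limma). It passed the threshold at a difference of 0.47 with the arrays centred on their medians. By RT-qPCR in independent samples, the study found Il1b higher in SP. The array result for this bright gene therefore does not exclude a rise. The list of pattern recognition receptors shifted by a median of 1.64 log2 units, with 14 of 20 genes at least 2-fold higher and 1 at least 2-fold lower (camera adjusted p = 3.05e-06).

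Gene lists were compared by camera, which called 14 of 26 lists, 5 higher and 9 lower in SP. Its preset correlation of 0.01 between genes mattered. With fry, which keeps the correlation between genes, 16 lists were called, the 14 among them. Like the permutation test below, fry asks whether the genes of a list differ at all. Camera asks whether they differ more than other genes, so fry is no check on that comparison. With the correlation estimated from the 8 samples, none was called, and the lowest adjusted p was 0.421. An exact two-sided permutation test of each list's mean per sample reached 0.0286, the smallest value that 70 arrangements allow, for 16 lists, the erythroid and AP-1 lists among them, with an adjusted p of 0.0464.

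Whether lung neutrophils responded to or produced type I interferon was addressed with receptors, response genes and ligands. Ifnar1 rose 2.29-fold from 10.13 ± 0.27 to 11.33 ± 0.09 and Ifnar2 1.52-fold from 11.60 ± 0.23 to 12.20 ± 0.07 (SD, n = 4, adjusted p = 0.000218 and 0.00383 by limma). The response list of 25 genes shifted by a median of 2.73 log2 units (camera adjusted p = 4.68e-13), and all 25 genes were higher, 24 of them at least 2-fold. Ifit1 was 13.9-fold, Irf1 3.27-fold and Oas2 2.58-fold higher. The ligand list of 14 genes stayed dim, with a mean of 4.74 ± 0.03 in PBS and 5.16 ± 0.25 in SP, and none of its genes reached a 2-fold call. Its median shift of 0.46 log2 units was nonetheless called (camera adjusted p = 0.0210). Ifnb1 lay at 4.36 ± 0.10 in PBS and 5.34 ± 1.11 in SP and was not called (adjusted p = 0.122), except with centred arrays (a difference of 1.25, adjusted p = 0.0334, against a range of 0.0334 to 0.216 over the alternatives). Without SP replicate 3, which had the highest value (6.88), the difference was 0.46 in place of 0.97 (adjusted p = 0.117).

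For type II interferon, the response list of 17 genes shifted by a median of 2.82 log2 units (camera adjusted p = 1.74e-08), with 16 genes at least 2-fold higher. Nos2 was 13.9-fold, Jak2 3.34-fold and the inducing cytokines Il12a and Il18 were 25.2-fold and 2.69-fold higher. Ifng itself rose 2.31-fold, from 5.68 ± 0.32 to 6.89 ± 0.73 (SD, n = 4, adjusted p = 0.0220 by limma). That call was narrow. It was lost under the methods' t-test (adjusted p = 0.0534) and without PBS replicate 2, PBS replicate 4 or SP replicate 1 (0.0525, 0.0588 and 0.0606), while the difference stayed between 0.96 and 1.59 under all alternatives.

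Genes that lead to NF-κB activation were compared next. The list of 21 NF-κB targets shifted by a median of 2.64 log2 units (camera adjusted p = 6.71e-09), and 18 of its genes were at least 2-fold higher. Ikbke rose 30.9-fold, from 7.43 ± 0.13 to 12.38 ± 0.06 (SD, n = 4), which gave the lowest adjusted p of all rows (7.25e-08). Its relative Tbk1 rose 5.82-fold (adjusted p = 4.35e-06). Neither Chuk nor Ikbkb was called, with differences of -0.29 and 0.19 log2 units (adjusted p = 0.0535 and 0.195). Both lie near the scaling shift, and their calls changed with it: Ikbkb was called with centred arrays (0.47, adjusted p = 0.00716), after another quantile normalization (0.29, 0.0188), with array weights (0.31, 0.00986) and without SP replicate 3 (0.28, 0.0279). Chuk was called after another quantile normalization (-0.38, 0.0294) and without PBS replicate 4 (-0.35, 0.0448). Of the adaptors, Ikbkg was 2.24-fold and Tank 2.03-fold higher, and Sqstm1 was higher by 1.62-fold (adjusted p = 0.000174), which is below the 2-fold threshold. Dok3 was not called (adjusted p = 0.243) except with centred arrays (0.65, 0.0480). Calcoco2 lay at 4.91 ± 0.29 and 4.55 ± 0.32, about the level of Y-linked genes on these arrays (4.33 to 4.90), and was called without SP replicate 2 only narrowly (-0.50, 0.0495). Tlr9, Tlr2, Nlrp3 and Nfkbia rose 26.0-, 3.34-, 3.15- and 2.55-fold, and Mavs was 2.98-fold lower (adjusted p = 0.00237).

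**Figure D2:**
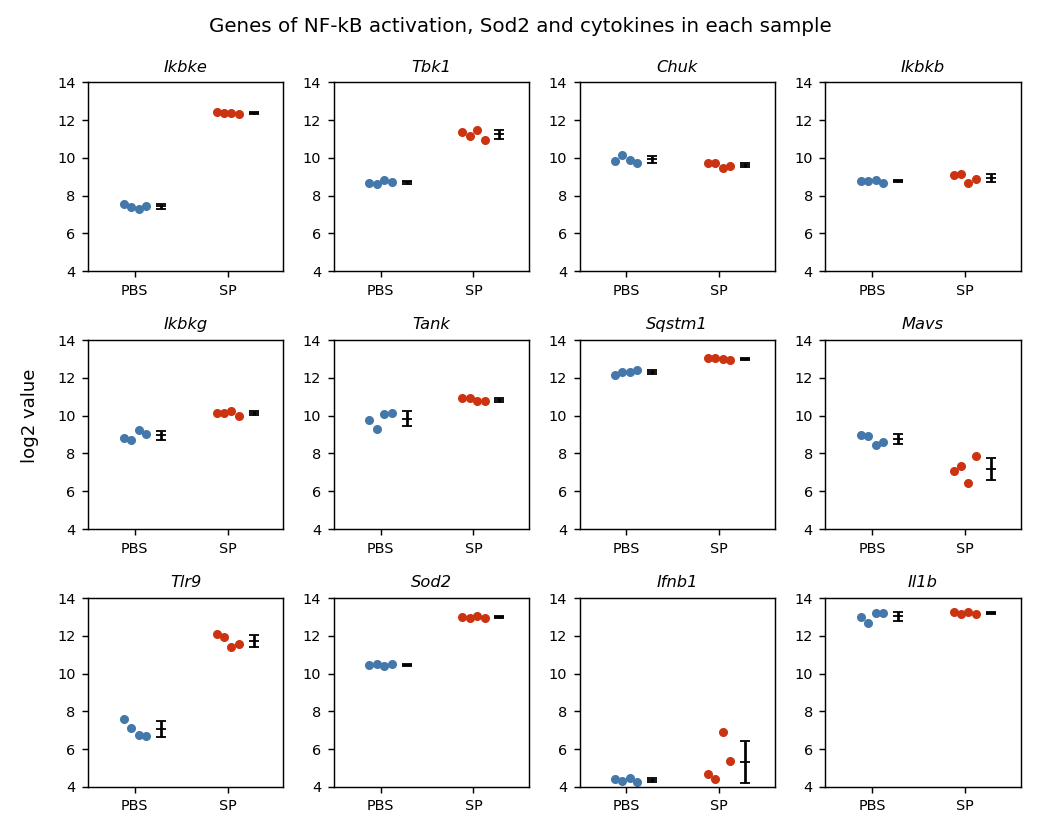
log2 values of 12 genes in each of the 4 PBS and 4 SP samples (points), with the mean and SD of each group in black to the right of its points. Ikbke rose from 7.43 to 12.38 with all SP samples above all PBS samples, whereas Ikbkb, Chuk and Il1b differed by less than 0.30 log2 units before any rescaling of the arrays.

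The AP-1 list of 12 subunit genes shifted by a median of 0.36 and a mean of 0.92 log2 units, and 3 genes were at least 2-fold higher. Camera did not call it (adjusted p = 0.148) and fry did (0.00700). Nfe2l2, which encodes Nrf2, was 1.29-fold higher at an adjusted p of 0.0451 by limma. This call was lost under the methods' t-test (0.0681), after another quantile normalization (0.296), with dim rows left out (0.0545) and without any 1 of 5 samples (PBS replicates 1 and 2, SP replicates 1, 2 and 4, up to 0.113). Its targets went both ways. Of 19, 11 were higher and 8 lower, with 5 and 3 at least 2-fold, and the median of 0.19 log2 units was not called by camera (adjusted p = 0.425) but was by fry (0.0122). Sod2 was 5.73-fold, Hmox1 4.44-fold, Nqo1 2.95-fold and Txnrd1 2.54-fold higher. The list of 11 heat shock genes was lower by a median of -1.19 log2 units (camera adjusted p = 5.03e-05), with 8 genes at least 2-fold lower.

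Among surface proteins, Fcgr1 rose 32.6-fold, Icam1 3.90-fold, Itgax 2.39-fold and Itgae 2.14-fold. Itgam was higher by 1.25-fold, a difference (0.32 log2 units, adjusted p = 0.0437) that lost its call under the methods' t-test (0.0579), after another quantile normalization (0.286), with dim rows left out (0.0648) and without any single sample except PBS replicate 3. Of 3 genes that the study named as targets of a microRNA, Rab6b was 3.67-fold lower (adjusted p = 1.12e-05), Podxl 2.37-fold lower (0.0309) and Rab6a 1.33-fold lower (0.0108). The Podxl call was lost under the methods' t-test (0.0678) and without PBS replicate 1, PBS replicate 2 or SP replicate 1 (up to 0.0818), and the Rab6a call was lost with centred arrays (0.401).

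Markers of lung cell types were compared to ask whether cells other than neutrophils contributed RNA. Neutrophil markers were bright in both groups. The mean of 9 genes was 12.82 ± 0.20 in PBS and 12.68 ± 0.13 in SP (SD, n = 4), and the median difference of -0.18 was not called (camera adjusted p = 0.251). It was -0.37 after another quantile normalization (0.0620), -0.29 with array weights (0.0578) and 0.099 with centred arrays. Of its brightest genes, Retnlg was lower by -0.47 (adjusted p = 0.0418 by limma), a call lost under the methods' t-test (0.0722), with centred arrays (0.343) and without any single sample except SP replicate 3. S100a8 was not called (-0.18, 0.211), although it was after another quantile normalization (-0.31, 0.0403), with array weights (-0.27, 0.0155) and without SP replicate 3 (-0.28, 0.0193), and it was higher (0.099) with centred arrays. The 10 granule genes had a median difference of -0.0027 (adjusted p = 0.936) that turned positive with centred arrays and without 5 of the 8 samples. Epithelial and endothelial markers were lower in SP. The median shift was -2.75 for ciliated epithelium (14 genes, all at least 2-fold lower, camera adjusted p = 3.04e-11), -2.59 for club cells (8 genes, 1.05e-05), -1.75 for alveolar type 1 cells (7 genes, 0.0148), -1.33 for endothelium (11 genes, 8.93e-05) and -1.15 for alveolar type 2 cells (10 genes, 0.000910). The brightest of these markers were high in PBS. Scgb1a1 lay at 13.63 ± 0.09 in PBS and was lower by -0.63 log2 units in SP. The means in PBS and SP were for Sftpc 13.33 ± 0.08 and 12.39 ± 0.34, Cxcl15 13.38 ± 0.14 and 11.69 ± 0.82, Cbr2 13.22 ± 0.12 and 11.27 ± 0.46, Tppp3 12.00 ± 0.18 and 9.75 ± 0.39, Cdhr3 10.89 ± 0.42 and 7.95 ± 0.43, Emp2 11.81 ± 0.42 and 9.59 ± 0.48, and Calcrl 12.30 ± 0.43 and 10.66 ± 0.49 (SD, n = 4 each). Cdh5 fell 1.98-fold (adjusted p = 0.00583 by limma). An exception was Clic5, which differed by less than its spread (10.74 ± 0.54 and 10.58 ± 0.81, adjusted p = 0.758) and changed sign with centred arrays (0.12).

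Fibroblast markers had a median difference of -0.66 that was not called (camera adjusted p = 0.148), except with centred arrays (-0.37, 0.0390) and without SP replicate 4 (-1.03, 0.0133). Of its brightest genes, Dcn differed by -1.85 log2 units (adjusted p = 0.00194 by limma) and Bgn 2.41-fold lower (0.0318), the latter not called under the methods' t-test (0.0693) or without any 1 of 6 samples. Smooth muscle markers did not differ (-0.23, camera adjusted p = 0.583). Of blood and immune cells, B cell markers shifted by -1.34 (camera adjusted p = 0.00376), alveolar macrophage markers by -1.17 (0.0103) and dendritic cell markers by -0.37 (0.0491), the last of which lost its call without PBS replicates 1 or 2 or SP replicates 1, 3 or 4 (0.0501 to 0.104). Monocyte and macrophage (0.13), T cell (0.36), NK cell (0.19), eosinophil (0.28), platelet (-0.18) and erythroid (0.046) lists were not called, with adjusted p from 0.412 to 0.936. Erythroid genes differed in sign between the median and the mean (-0.46), with 6 of 8 genes higher and 1 at least 2-fold lower. Among sex-linked genes, Xist was bright on all arrays (12.01 to 12.71), and Ddx3y, Kdm5d and Uty lay between 4.33 and 4.90, far below every array median. Kdm5d passed the threshold at 0.19 (adjusted p = 0.0497 by limma), a call lost without any 1 sample. It kept its call under the methods' t-test (0.0166) and the robust prior (0.0173). After another quantile normalization the difference was 0.042 (limma adjusted p = 0.631). Since Kdm5d lay at background, its call need not reflect expression, and the same may hold for other small differences of dim rows.

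**Figure D3:**
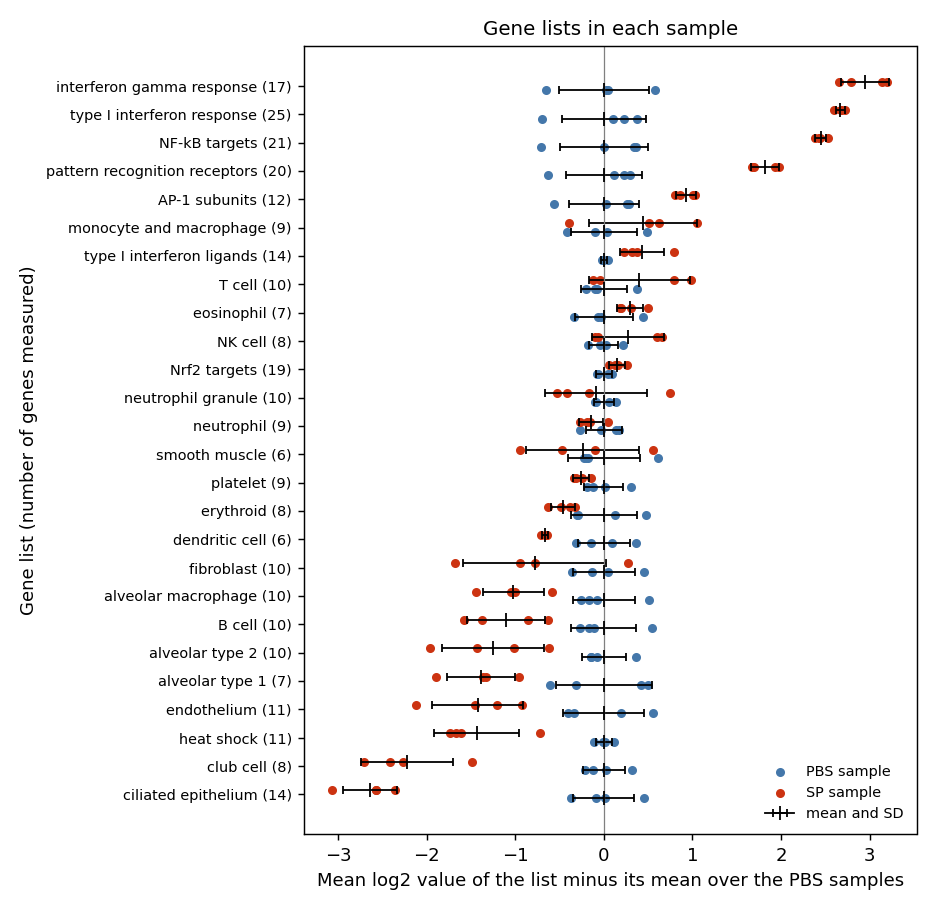
Mean log2 value of each gene list in each sample, minus the mean of the list over the PBS samples, with the number of measured genes in parentheses; points are samples and black bars the mean and SD of 4 samples. Interferon and NF-κB lists lie above PBS in all SP samples and epithelial and endothelial lists below, while the neutrophil list lies near 0, with a median of -0.18 that is -0.37 after another quantile normalization and 0.099 with centred arrays.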

Values the study reported

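In its text the study counted 9,939 mRNAs that differed between pneumonia and PBS, of which 4,127 changed by 2-fold or more. It gave 1495 (36%) of these as higher and 2632 (64%) as lower. Its first principal component held 57% and its top 3 components 83% of the variance. Rises of 2.3-fold for Ifnar1 and 1.5-fold for Ifnar2 were stated, as were 3.3-fold for Jak2, 25-fold for Il12a and 2.7-fold for Il18. For Ifng the study stated a rise of 2.3-fold with an FDR of 0.02.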

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

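Each reported value was screened within each group of 4 samples for a single sample far from the rest, taking the gap to its nearest neighbour as a share of the group's range. Among 214 groups screened, 11 (5.14%) passed the critical ratio. Chance passes about 1 in 20 groups, so the number found is what chance alone gives. The tests on SP replicate 3, PBS replicate 2 and heat shock genes reported here were chosen after the values were seen.

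SP replicate 3 stood apart 4 times. It was low for Cd86 (8.84 against 9.54 in the nearest sample, ratio 0.868), Podxl (7.78 against 9.12, 0.831) and Tppp3 (9.17 against 9.94, 0.966), and high for Txnrd1 (11.86 against 11.46, 0.841). The same sample lies apart on PC2. It was the lowest SP sample in 14 of 16 lists of cell types other than neutrophils, against 4 expected by chance, and was still lowest in 12 after another quantile normalization, which argues against the scaling of the arrays as the whole cause. It also had the highest mean of the neutrophil list in its group. This pattern is consistent with less RNA from other cells in that sample, as a hypothesis. Since lists of different cells were low together, a difference in the course of infection in that mouse remains open and was not tested. The limma array weights gave it 0.197, the lowest of the 8 samples.

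PBS replicate 2 stood apart 3 times. Its values were low for Cxcl10 (6.96 against 9.19, 0.897) and Il1a (7.15 against 8.63, 0.938), and high for the mean of the alveolar type 2 list (12.29 against 11.85, 0.854). It was the highest PBS sample in 5 of 5 lists of epithelium and endothelium and the lowest in 5 of 8 process lists. A candidate explanation is more RNA from epithelial and endothelial cells in PBS replicate 2. Weaker activation of the neutrophils of that mouse was not tested and stays open.

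The remaining cases were spread over other samples. SP replicate 4 was high for Cxcl1 (10.18 against 9.26, 0.876) and for the heat shock list (10.26 against 9.37, 0.884). PBS replicate 1 was low for Txnrd1 (9.80 against 10.28, 0.896) and high for the smooth muscle list (8.14 against 7.35, 0.947). SP replicate 4 also had the highest club cell and endothelial means of its group, and within groups the 11 heat shock genes correlated with the mean of the epithelial and endothelial lists at a median r of 0.748 over the 8 samples (9 of 11 positive, exact p = 0.0156, arrangements within groups). This test was prompted by SP replicate 4. Without that sample the median was 0.609 (7 of 11 positive, exact p = 0.0556), so whether RNA of other lung cells adds to the heat shock signal was left undecided. Stress during tissue digestion was not tested. No test bears on the Cxcl1, Txnrd1 and smooth muscle cases.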

How the results depend on the processing

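Of 78 named genes, 59 kept their direction and their side of the threshold under all alternatives in which they were tested, and 1161 of 1242 values under an alternative did so. With dim genes left out, 6 of the 78 (Ifnb1, Calcoco2, Itgae, Ddx3y, Kdm5d and Uty) were not tested. Of 67 called genes, 8 lost their call under at least 1 alternative (Ifng, Nfe2l2, Itgam, Podxl, Rab6a, Retnlg, Bgn and Kdm5d), 7 of them without 1 of the samples, where fewer samples were tested. Another 9 genes gained a call under some alternative. Reversals were found in 4 genes. Clic5 turned positive with array weights (0.41), with centred arrays (0.12) and without PBS replicate 2 or SP replicate 3, within a range of -0.37 to 0.21 over the omissions. S100a8 (0.099) and Xist (0.061) turned positive with centred arrays, and Ddx3y turned negative (-0.021) after another quantile normalization. None of these was called in the values as deposited.

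The count at an adjusted p of 0.05, 10860 as deposited, was 12092 with the robust prior, 13481 with array weights, 9334 with 1 row per symbol and 7424 with dim genes left out, where fewer genes were tested, and ranged from 8200 (without PBS replicate 1) to 10907 without 1 sample. Without 1 sample the 2-fold count ranged from 3982 to 4657 and the share of lower calls from 60.5% to 65.1%. Centring of the arrays raised the count at an adjusted p of 0.05 to 18255 and the count of higher genes to 2375, and turned the share of lower calls to 44.4%. That share was 53.9% after another quantile normalization. By construction, centring adds 0.28 log2 units to the median row. Of the 4341 genes called at 2-fold, 3462 were also called after centring and 3577 after quantile normalization, all in the same direction. Treat left 1572 genes, 58.0% of them lower, since it asks for more than 2-fold. Scaling of genes to unit variance moved the PC1 share to 57.4%.

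Of 26 lists, 12 kept their direction and call under all alternatives in which they were tested except the estimated correlation: ciliated epithelium, club cell, alveolar type 2, endothelium, T cell, NK cell, both interferon responses, interferon ligands, NF-κB targets, pattern recognition receptors and heat shock. With the correlation between genes estimated from the samples, camera called 0 lists, at medians that did not move: ciliated epithelium -2.75, alveolar type 2 -1.15, alveolar type 1 -1.75, club cell -2.59, endothelium -1.33, alveolar macrophage -1.17, dendritic cell -0.37, B cell -1.34, type I interferon response 2.73, interferon gamma response 2.82, interferon ligands 0.46, NF-κB targets 2.64, pattern recognition receptors 1.64 and heat shock -1.19. Fry called 16, among them AP-1 subunits (0.36) and Nrf2 targets (0.19), which camera did not call.

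Leaving out dim genes left 9 called lists. The lists of alveolar type 1 (-1.75), alveolar macrophage (-1.17), dendritic cell (-1.98) and B cell (-1.55) were no longer called, ligands of type I interferon had no gene left, and eosinophil (-0.10) and erythroid (-3.47) changed sign. Centring turned neutrophil (0.099), neutrophil granule (0.28), smooth muscle (0.051) and platelet (0.098) lists positive, added a call for fibroblasts (-0.37) and removed that of dendritic cells (-0.088). After quantile normalization, erythroid (-0.099), platelet (0.058) and Nrf2 target (-0.010) lists changed sign and dendritic cells lost their call (-0.24). Array weights removed the calls of alveolar type 1 (-1.59) and dendritic cells (-0.18), and 1 row per symbol that of dendritic cells (-0.37). The cause was not tested for these. Without 1 sample, medians ranged from -0.078 to 0.038 for neutrophil granule, from -1.03 to -0.26 for fibroblast, from -0.56 to 0.061 for smooth muscle, from -0.15 to 0.53 for monocyte and macrophage and from -0.48 to -0.26 for dendritic cell lists, with a change of call or sign in each.

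Samples of the same number did not deviate together. The correlations of their deviations from the group means were 0.016, 0.030, 0.35 and -0.27, so the numbers do not pair the samples. With the replicate block, 9842 genes passed an adjusted p of 0.05, 4324 of them at 2-fold (1558 higher and 2766 lower, 64.0%), and 14 lists were called. Nfe2l2, Itgam and Kdm5d were not called under it and Calcoco2 was.

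Signal over background limits the dim genes. Y-linked genes lay at 4.33 to 4.90, and the dimmest 6156 genes (means up to 4.75) held no 2-fold call. Their median difference was 0.16 log2 units. It was 0.14 in the next brighter 6156 genes, -0.40 in those after them and 0.018 in the brightest 6157.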

Other observations

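The tests of other splits for gene lists, of equal dilution, of fibroblast and smooth muscle markers, of interferon ligands, of microRNA genes and the list of mesothelial markers were chosen after the values were seen, and the ligand test and the limits used for the direction of the calls and for neutrophil markers were changed once more after first forms of them had been seen. The tests of other splits for genes, of markers of other cells, of neutrophil markers, of the direction of the calls, of single samples behind the interferon response and of sex-linked genes were written before.

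Of the 35 ways to split the 8 samples into groups of 4, only the real one, 1 of 35, gave as many genes at an adjusted p of 0.05. The same 1 of 35 held for 2-fold calls, for higher and for lower genes. Every other split gave 0 such genes. Each of them mixes PBS and SP samples, which puts the group difference into the residual spread, so these counts say little about chance. The real split did not stand alone in the number of called lists. In 10 of the 35 splits camera called 14 lists or more, up to 16, so by this count chance is not excluded for the number of lists. The other 9 of these splits exchange 1 sample between the groups and so keep part of the real difference. The 18 splits that exchange 2 samples, which balance PBS and SP, called 4 to 11 lists.

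A candidate explanation for many of the lower genes is that PBS preparations held more RNA from lung epithelium, endothelium and mesothelium. None of the cell lists concerned shares a gene with another list or with the 56 fixed genes. If this were the cause, genes lower in SP would vary with the markers among samples of 1 group. They did. The lower and higher genes were, however, chosen by the contrast of PBS and SP in these same samples. A response that differs in degree among the mice of 1 group could produce the same pattern. The within-group test therefore cannot tell admixed RNA from such a graded response. The expectation written before also held fibroblast markers, which were not called lower, so that part of it was not met. The epithelial and endothelial lists also fell by different amounts, with ciliated epithelium minus endothelium at -1.22 log2 units (exact permutation p = 0.0286). The within-group test does not account for this spread. With all list genes left out, the 2695 genes at least 2-fold lower in SP had a median within-group correlation of 0.768 with the mean of the 5 epithelial and endothelial lists (89.9% positive), the 1486 genes at least 2-fold higher had -0.344, and 8315 bright genes without a 2-fold call had 0.243. The difference between lower and higher genes was matched or exceeded in 4 of 576 arrangements of the samples within groups (exact p = 0.00694, two-sided). Without PBS replicate 2 and SP replicate 3, the medians were 0.68 and -0.625. These correlations run across genes, which are not independent. The most abundant club and alveolar type 2 markers, Scgb1a1, Sftpc, Cxcl15 and Cbr2, all exceeded 13 on the log2 scale in PBS and were lower in SP by 1.55-, 1.91-, 3.23- and 3.85-fold, all but Cxcl15 by less than the median of their list. Upk3b, 1 of the 5 largest falls, prompted a list of mesothelial markers. All 4 of its 6 genes with a row were at least 2-fold lower, with a median of -2.67 and means of 9.27 in PBS and 6.56 in SP. In SP samples, 10 of 14 ciliated genes and all genes of the other 4 lists still exceeded the median of all genes, so these data do not separate a smaller admixture there from expression by neutrophils. A change in these genes within neutrophils was not tested. The study judged purity on stained cells and found it high in samples from mice with pneumonia. It states no purity for PBS samples.

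Whether the share of neutrophils was lower in PBS was to be read from neutrophil markers. Their median difference was -0.18 (camera adjusted p = 0.251) and -0.37 after another quantile normalization (0.0620), which was not called either, and they lie near the top of the scale, so this test was left undecided. A second test was added afterwards. An equal dilution of PBS samples by a fixed mixture of other cells would raise markers of all those cells alike, and the lists moved apart instead. The shifts of the ciliated epithelium and the monocyte and macrophage lists differed by -3.08 log2 units (SD 0.647 in PBS and 0.416 in SP, exact p = 0.0286, the smallest possible, and the same after adjustment over the 5 pairs of lists compared). Ciliated epithelium also fell by more than endothelium (-1.22) and smooth muscle (-2.40). Such a dilution is therefore argued against. Recruitment of monocytes and lymphocytes to infected lungs remains open and could widen such differences. Compression of bright signals, if present, could widen only the difference from endothelium, whose mean in PBS (10.51) exceeded that of ciliated epithelium (9.18). The monocyte and macrophage (8.50) and smooth muscle (7.53) lists were dimmer in PBS. For fibroblasts and smooth muscle, the question stays undecided. The fibroblast median was -0.66 with 7 genes lower and 3 higher, and neither list was called.

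The share of lower calls was 63.9% as deposited and 53.9% after another quantile normalization, which is closer to even than 2 jackknife standard errors (3.61 points each). Whether normalization accounts for the excess of lower calls was therefore left undecided. Centring of the arrays gave 44.4%, but it adds 1 amount to all SP differences, whose median was already 0.10 before it, and so decides nothing. A biological excess was not tested.

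The interferon response did not rest on 1 sample. Without any single sample, the median shift of the type I list stayed at 2.48 log2 units or more. Its ligands rose slightly (0.46), and all 4 SP means lay above the 4 PBS means. Dim genes as a class rose by 0.16, and 10000 random lists matched on mean expression had a median of 0.17, with as large a median in 0.01% of them, the smallest share these draws can give. Another quantile normalization removed the shift of the dim genes (to 0.015) and left the ligands at 0.36 (camera adjusted p = 0.0371), which argues against a general shift of dim genes as the whole cause. Ligand genes are close copies of each other that probes may share, so they are not independent measurements, and cross-hybridisation was not tested.

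MicroRNA genes went against the trend of the other genes. Of 310 such genes, 19 were at least 2-fold higher in SP and 2 lower. Among 10000 draws of equally bright genes, the median was 8 higher and 20 lower, as many higher genes were found in 0.02% of the draws and as few lower genes in 0.01%. Brightness of the genes is thus argued against as the cause. Whether these values measure mature microRNAs was not examined. On separate microRNA arrays of the same neutrophils, the study counted more microRNAs lower than higher at 2-fold. The balance seen here is therefore no evidence that mature microRNAs rose. A hypothesis left untested is that epithelial or endothelial transcripts are rarer among microRNA genes.

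Sex-linked genes gave no sign of RNA from male mice. Ddx3y, Kdm5d and Uty did not exceed 4.90 on any array, against a lowest array median of 5.78 and a lowest Xist value of 12.01. Exchanges between samples of female mice would not show in these genes.

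For Ifng the adjusted p was 0.0220 by limma and 0.0534 by the methods' t-test. The second is higher than the value quoted from the study above.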
